A study of Homo sapiens with 12 samples. Its data were reported in "LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner" (2015).

How the data were processed

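HT29 colorectal cancer cells were transfected with a control siRNA against luciferase (siLUC) or with 1 of 2 siRNAs against LRH-1, the nuclear receptor encoded by NR5A2, at 5 nM. RNA was collected 24 h later and hybridised to Illumina HumanHT-12 v4 BeadChips. The 12 arrays fell into 3 groups of 4, which the sources describe as biological replicates. Groups and replicate numbers were taken from the sample labels.

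The authors processed the bead images in GenomeStudio, removed probes whose detection p exceeded 0.05 in every sample, and log2-transformed and quantile-normalized the signal. GenomeStudio and Partek are named in the submitters' processing notes, and their versions are not given in the sources used here. The deposited values used here were therefore log2 probe signals, quantile-normalized by the authors and not centred per gene. Whether arrays of a second cell line were normalized together with these is not given in the sources used here. The table held 16381 probes with 0 missing values, and the array medians lay between 6.56 and 6.57. No 2 arrays held identical values (0 pairs). The number of arrays limits the precision of each value. Another table held 24 columns of signals and detection p-values that could not be given to a sample from the labels, and these were not used. The fit was planned on raw signals and was started from the deposited log2 values instead.

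Probes were named through the platform annotation. Of the probes, 9756 had 1 gene symbol, 4 had several and 6621 had none in the table used here, so that many probes stay unnamed, and none was named from several symbols. Gene IDs of 9746 probes matched the reference table (RefSeq, assembly GRCh38.p14), and 0 symbols needed an update. The named probes covered 7331 genes. For a gene with several probes, the probe with the highest mean log2 signal over the 12 arrays was used. Of 1869 genes with more than 1 probe, 0 were called in opposite directions by different probes with either siRNA. Among the named genes, another probe was not called where the probe used was called for ACSS2, CBFB, CDC42SE2, CXCL8, DERL2, FGFR3, GCLC, HOXB6, KDELR3, KIF23, LRRC8B, MAFG, MED22 and MYC, and another probe was called where the probe used was not for BAX and PROSER1. Some of the uncalled other probes were dim, such as those of DERL2 (mean log2 signal 6.49) and MED22 (6.46), where a missing call says little. Others were bright, such as that of MYC (10.16). Genomic positions were not analysed here because the build of the array design was not given in the sources used here.

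Changes were estimated with limma 3.58.1 in R 4.3.3 (lmFit with a mean for each of the 3 groups, contrasts, and eBayes), two-sided, with Benjamini-Hochberg adjustment over all probes. Log2 changes are differences of mean log2 signals, and the standard error (SE) shares 1 estimate of the spread over the 3 groups, with 9 residual and 12.1 prior degrees of freedom. A probe was called at an adjusted p under 0.05, and every adjusted p in the text comes from limma. The comparisons were each LRH-1 siRNA against siLUC, the probes called with both in the same direction, and the direct difference between the siRNAs. Because both siRNAs were set against the same siLUC arrays, 100 simulations of unchanged groups and the 6 ways of splitting the siLUC arrays 2 and 2 were run beside the overlap.

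The design, the rule for named genes and 21 gene lists were fixed before the data were examined. Named were 17 genes that the study discusses. Also named were the 10 genes in each direction with the largest change called with both siRNAs and with no overlap of arrays, ranked by the smaller of the changes. Every ranking took only probes with a gene symbol, so unnamed probes may hold larger changes. For each siRNA alone, the rule took the 5 genes in each direction, called with no overlap of arrays, that differed most between the siRNAs at the same threshold. From each list it took up to 4 called members. Of the 17 genes, 9 had a probe that was named in the table used here. The others, among them NR5A2, CCNE2, PCTP, SLC10A3, NR0B2, NRIP1 and CYP11B1, were not analysed here. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, each adjusted over the 20 lists tested. The list of proteasome subunits had 0 measured genes and was not tested. Listed genes without a named probe were not measured, so each list result covers its measured members only. Lists for the unfolded protein response and ER to Golgi transport were chosen because the study reports such themes in these samples.

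The fit was tested on simulated data. For siLRH-1 #1 against siLUC, 200 of 16381 simulated probes were changed. Of those changed 1.2-fold, 52.3% were called in the right direction, and of those changed 1.5-fold, 99.9%, with 9.8 false calls on average. In the same comparison, a list of 20 genes moved by 0.2 among 7331 simulated genes was called in 100% of 20 simulations. The simulated genes were drawn independently, so this does not test the list calls where genes of a list are correlated.

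Alternatives were an intensity trend, no moderation, only the groups compared, array weights, the replicate number as a block, the mean of a gene's probes, stricter thresholds, and each array left out in turn. Alternatives added later were the brighter part of the probes, repeated normalization, a shift of the arrays to a common median, and, for the numbers of lists called, the estimated correlation. Confidence intervals of shares are exact (Clopper-Pearson) at 95% and treat probes as independent trials. Plots were drawn with matplotlib.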

Results

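Gene expression was profiled in HT29 cells, a colorectal cancer line, to find the genes that depend on the nuclear receptor LRH-1. Log2 signals of 16381 probes were compared between siLUC, siLRH-1 #1 and siLRH-1 #2, with 4 arrays in each group. NR5A2, the gene targeted by both siRNAs, was not analysed here, so the knockdown was not checked in the values used here. The paper lists NR5A2 as lower with both siRNAs in HT29 cells. Values are normalized log2 signals, and n = 4 for each group mean.

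The first question was which genes changed with both LRH-1 siRNAs. Only probes with a gene symbol could be ranked, so the genes below need not hold the largest shared changes. CLDN12, a claudin of tight junctions, rose 2.21-fold with siLRH-1 #1 and 2.86-fold with siLRH-1 #2 (log2 changes 1.14 and 1.51, SE 0.07, adjusted p = 1.25e-09 and 4.09e-12). Its signal was 7.77 ± 0.11 (SD, n = 4) with siLUC, 8.91 ± 0.09 with siLRH-1 #1 and 9.28 ± 0.07 with siLRH-1 #2. FGFR3, a fibroblast growth factor receptor, rose 1.64-fold and 2.48-fold (SE 0.06, adjusted p = 7.0e-08 and 4.1e-12). Its other probe was dim (mean log2 signal 6.60 against 8.84) and was not called (adjusted p = 0.75 and 0.57). ERO1A, an oxidase that drives disulfide formation in the endoplasmic reticulum (ER), rose 1.65-fold and 1.75-fold (SE 0.07, adjusted p = 3.8e-07 and 7.5e-08). Among the genes that fell with both, KRT80, a keratin, dropped by 0.44 and 1.08 on the log2 scale (SE 0.07, adjusted p = 0.000415 and 2.03e-09), and VMA21, an assembly factor of the vacuolar proton pump, dropped by 0.59 and 0.61 (SE 0.08, adjusted p = 1.62e-05 and 1.35e-05).

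**Figure D1:**
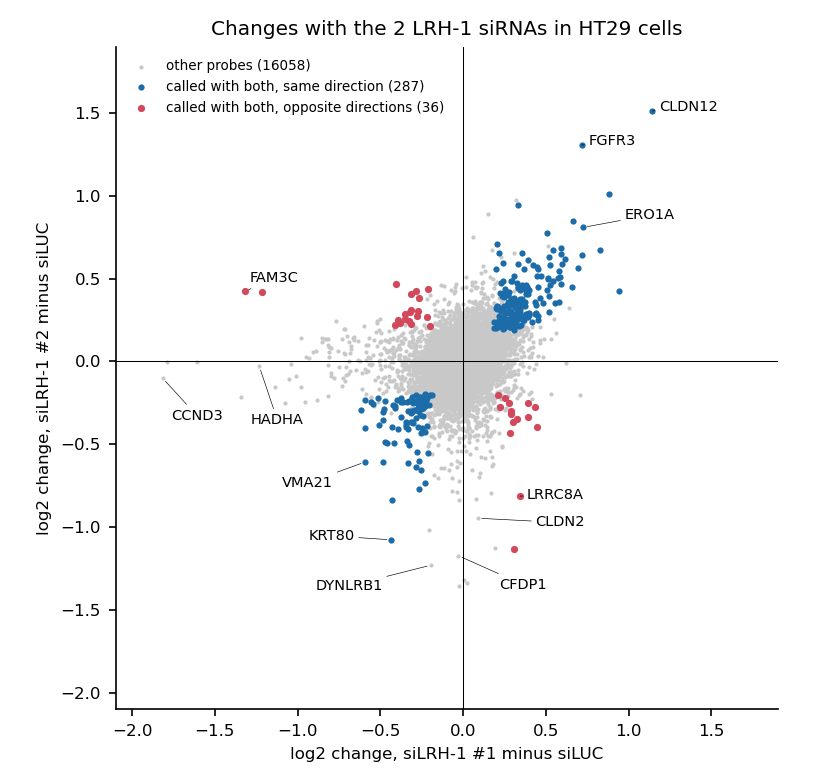
Log2 change of each probe with siLRH-1 #1 (horizontal axis) and siLRH-1 #2 (vertical axis) against siLUC, 16381 probes. Blue points are the 287 probes called with both siRNAs in the same direction, red points the 36 called in opposite directions, and grey points all others. CLDN12 lies at 1.14 and 1.51, and CCND3 at -1.82 and -0.10.

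Other genes that rose with both siRNAs were GULP1, an adaptor of phagocytosis (1.58-fold and 1.80-fold), DPH3, which acts in diphthamide synthesis (1.65-fold and 1.56-fold), HARS1, the cytosolic histidyl-tRNA synthetase (1.53-fold and 1.54-fold), the homeobox gene HOXB6 (1.51-fold and 1.57-fold), and FICD, which modifies the ER chaperone BiP (1.49-fold and 1.46-fold). CDC42SE2, which binds the small GTPase CDC42, rose 1.62-fold and 1.48-fold. BTG3, an antiproliferative protein, rose 1.46-fold and 1.60-fold (adjusted p = 0.0021 and 0.00023), but was not called with siLRH-1 #1 without moderation of the spread (adjusted p = 0.066), and its signal was 10.58 in siLRH-1 #2 replicate 2 and 9.83 to 10.02 in the other 3 arrays of that group. Genes that fell with both were LPIN2, a phosphatidate phosphatase (1.35-fold and 1.79-fold), DERL2, a component of ER-associated degradation (1.40-fold and 1.52-fold), WBP1L (1.39-fold and 1.40-fold), KCTD5 (1.51-fold and 1.32-fold), COMMD9 (1.42-fold and 1.30-fold), MSTO1, a mitochondrial protein (1.40-fold and 1.28-fold), CCDC9B (1.34-fold and 1.41-fold) and MED22, a subunit of the Mediator complex (1.34-fold and 1.32-fold). In all of these, the 4 arrays of each LRH-1 siRNA lay on 1 side of the 4 siLUC arrays. CLDN12, FGFR3, KRT80 and LPIN2 were among the genes that also differed between the siRNAs, with larger changes under siLRH-1 #2 (adjusted p = 0.00059, 4.9e-07, 2.1e-06 and 7.3e-05).

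In all, 287 probes were called with both siRNAs in the same direction, of which 185 rose and 102 fell. The share higher was 64.5% (exact 95% interval 58.6 to 70.0). The interval treats probes as independent trials, although they share arrays and some share a gene, so it does not measure the full uncertainty. The 287 probes held 218 named genes, 147 higher and 71 lower. A further 36 probes were called in opposite directions. Of the 287 probes, 39 also differed between the siRNAs. For 622 probes (3.80%), all arrays of both siRNAs lay on 1 side of the siLUC arrays, against 0.404% by chance. Independent lists of the same lengths would share 40.3 probes in the same direction (17.1 higher and 23.2 lower), and groups simulated without any change shared at most 1. Where nothing changes, few probes pass the adjustment, so the simulated count says little about the overlap of lists that hold real changes. With the siLUC arrays split 2 and 2 between the siRNAs, 103 to 120 probes were called the same way, where independent lists would share 6.92 to 16.1.

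Across probes, which are not independent replicates, the log2 changes with the siRNAs had a Pearson r of 0.345, a covariance of 0.00620 and the same sign in 64.5% of probes. Unchanged groups, simulated with a siLUC group that was also simulated and shared by both comparisons, had an r of 0.499, a covariance of 0.00252 and the same sign in 66.6%. The observed covariance exceeded the simulated one by 0.00368. With the siLUC arrays split, r was 0.080 to 0.336, the covariance 0.00178 to 0.00608 and the same-sign share 52.3% to 59.6%.

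The next comparison set siLRH-1 #1 against siLUC. CCND3, which encodes the G1 cyclin D3, dropped by 1.82 on the log2 scale (SE 0.12, adjusted p = 9.8e-09), a 3.52-fold lower signal. DOLK, the dolichol kinase of protein glycosylation, was 2.54-fold lower (SE 0.09, adjusted p = 9.8e-09). FAM3C, a secreted cytokine-like protein, was 2.49-fold lower (SE 0.11, adjusted p = 7.0e-08), and HADHA, a subunit of the mitochondrial enzyme complex for fatty acid oxidation, was 2.35-fold lower (SE 0.09, adjusted p = 3.15e-08). EDN1, the precursor of endothelin-1, rose 1.63-fold (SE 0.08, adjusted p = 2.4e-06).

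FBXW11, a substrate receptor of a ubiquitin ligase, fell 1.97-fold with siLRH-1 #1. LRRC8B and LRRC8A, subunits of the volume-regulated anion channel, rose 1.44-fold and 1.27-fold, MYEOV rose 1.36-fold and ARHGAP1, a GTPase-activating protein, 1.31-fold. With siLRH-1 #2, CCND3, DOLK, HADHA and FBXW11 had log2 changes of -0.10, -0.22, -0.03 and 0.14 and were not called. In all, 1146 probes were called with siLRH-1 #1, 527 higher and 619 lower, from 829 named genes. Without siLRH-1 #1 replicate 4, 700 were called. Of the called probes, 94 changed at least 1.5-fold, and 75 of these fell. The 4 arrays of siLRH-1 #1 lay apart from those of siLUC for 13.2% of probes, against 2.86% by chance.

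The same comparison was made for siLRH-1 #2. DYNLRB1, a light chain of cytoplasmic dynein, was 2.35-fold lower (log2 change -1.23, SE 0.07, adjusted p = 1.3e-10), and CFDP1, a chromatin-associated protein, was 2.25-fold lower (SE 0.07, adjusted p = 1.1e-10). PROSER1 was 2.18-fold lower (SE 0.08, adjusted p = 6.4e-09), and CLDN2, a pore-forming claudin, was 1.93-fold lower (SE 0.07, adjusted p = 6.4e-09). CBFB, the partner subunit of RUNX transcription factors, rose 1.68-fold (SE 0.07, adjusted p = 1.1e-07). Its other probe was dim (mean log2 signal 6.03 against 10.05) and was not called (adjusted p = 0.97).

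LRRC8A fell 1.76-fold with siLRH-1 #2, ARPP19, an inhibitor of a mitotic phosphatase, rose 1.39-fold, CDKN2D, a CDK inhibitor, 1.34-fold, and B3GLCT, a glucosyltransferase, 1.32-fold. MYB, a transcription factor of progenitor cells, fell 2.02-fold (SE 0.07, adjusted p = 3.5e-09). In all, 1146 probes were called with siLRH-1 #2, 533 higher and 613 lower, from 820 named genes, a total equal to that with siLRH-1 #1. Of these, 65 changed at least 1.5-fold, 42 of them lower. The arrays lay apart for 12.8% of probes. In siLRH-1 #2 replicate 2, 50 probes lay at least 0.5 above all other arrays, and in each other array at most 1. Without it, 986 probes were called, of which 879 were among the 1146, and 233 were called with both siRNAs in the same direction, of which 228 were among the 287.

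**Figure D2:**
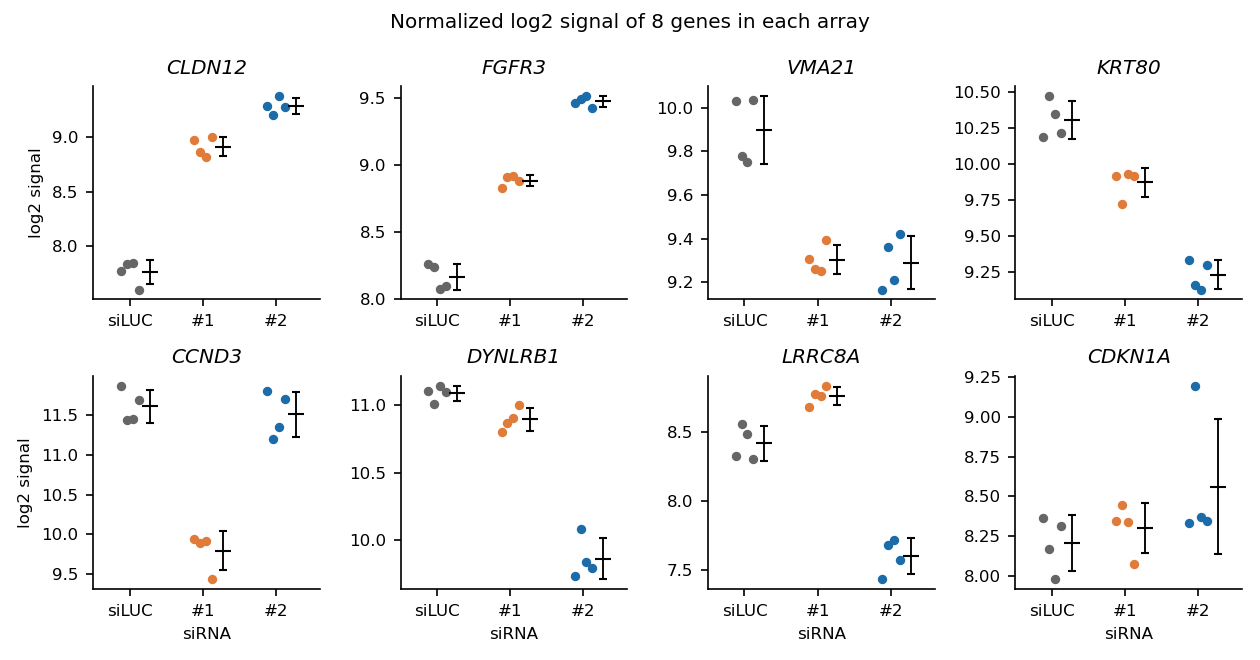
Normalized log2 signal (vertical axis) of 8 genes in each of the 12 arrays, by siRNA (horizontal axis), where points are arrays and bars the mean ± SD of 4 arrays. CCND3 was lower with siLRH-1 #1 (9.80 ± 0.24) than with siLUC (11.61 ± 0.21), DYNLRB1 was lower with siLRH-1 #2 (9.86 ± 0.15) than with siLUC (11.09 ± 0.06), and CDKN1A was at 9.20 in 1 siLRH-1 #2 array.

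Since both siRNAs target LRH-1, they were also compared directly. FAM3C was lower with siLRH-1 #1 than with siLRH-1 #2 (log2 difference -1.74, SE 0.11, adjusted p = 5.8e-10), as was CCND3 (log2 difference -1.71, SE 0.12, adjusted p = 6.3e-09). PROSER1 was higher with siLRH-1 #1 by 1.32 (SE 0.08, adjusted p = 5.8e-10), LRRC8A by 1.16 (SE 0.07, adjusted p = 5.8e-10), CFDP1 by 1.14 (SE 0.07, adjusted p = 2.2e-10) and CLDN2 by 1.03 (SE 0.07, adjusted p = 1.7e-09). LRRC8A, MYEOV and ARHGAP1 rose with siLRH-1 #1 and fell with siLRH-1 #2, and ARPP19, B3GLCT and CDKN2D did the reverse. The fall of CDKN2D with siLRH-1 #1 (log2 change -0.29, adjusted p = 0.029) was not called without siLRH-1 #1 replicate 1 or 4 (adjusted p = 0.10 and 0.13) or siLUC replicate 1, 2 or 3 (adjusted p = 0.080, 0.069 and 0.060). Without moderation of the spread, the fall of ARHGAP1 with siLRH-1 #2 (adjusted p = 0.052), the falls of B3GLCT and CDKN2D with siLRH-1 #1 (adjusted p = 0.069 and 0.12) and the rise of FAM3C with siLRH-1 #2 (adjusted p = 0.15) were not called. FAM3C fell with siLRH-1 #1 and rose 1.34-fold with siLRH-1 #2 (adjusted p = 0.019), a rise that was not called without siLUC replicate 2 or 3 or siLRH-1 #2 replicate 1 or 4 (adjusted p = 0.054, 0.066, 0.081 and 0.072). In all, 1629 probes differed, 789 higher and 840 lower with siLRH-1 #1, and 158 of them at least 1.5-fold.

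The study is about the control by LRH-1 of p21, the CDK inhibitor encoded by CDKN1A, so this gene was examined in HT29 cells. The paper describes HT29 cells as carrying a mutant p53 that cannot activate its target genes, p21 among them. From real-time RT-PCR and immunoblotting, it reports that neither p21 mRNA nor protein rose in HT29 cells after LRH-1 knockdown. CDKN1A had a log2 change of 0.09 with siLRH-1 #1 (SE 0.14, adjusted p = 0.80) and 0.36 with siLRH-1 #2 (SE 0.14, adjusted p = 0.14), and neither was called. Its signal was 8.21 ± 0.17 (SD, n = 4) with siLUC, 8.30 ± 0.16 with siLRH-1 #1 and 8.56 ± 0.43 with siLRH-1 #2. The difference between the siRNAs was -0.26 (SE 0.14, adjusted p = 0.30). In siLRH-1 #2 replicate 2, CDKN1A was at 9.20, and the other 3 arrays of that group lay between 8.33 and 8.37. Without it, the change with siLRH-1 #2 was 0.14.

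MDM2, a ubiquitin ligase, and BAX, an effector of apoptosis, had log2 changes of 0.07 and -0.12 with siLRH-1 #1 and were not called. With siLRH-1 #2 the changes were 0.08 and 0.02, also not called. The MDM2 probe was dim (mean log2 signal 6.22, below the array medians), so its flat value may reflect a lack of signal. Another probe of BAX was called lower with siLRH-1 #2 (log2 change -0.22, adjusted p = 0.034). CCND1, cyclin D1, rose with siLRH-1 #1 (log2 change 0.26, SE 0.06, adjusted p = 0.013) and had a log2 change of 0.08 with siLRH-1 #2 (adjusted p = 0.57), and the difference between the siRNAs was not called (adjusted p = 0.075), except without siLRH-1 #2 replicate 2 (adjusted p = 0.018) and under some other settings. The transcription factor MYC had a log2 change of -0.04 with siLRH-1 #1 (adjusted p = 0.82) and fell 1.22-fold with siLRH-1 #2 (log2 change -0.29, SE 0.06, adjusted p = 0.0073), while its other probe was not called (log2 change -0.23, adjusted p = 0.084). The difference between the siRNAs for MYC was 0.25 (adjusted p = 0.015), and it was not called without siLRH-1 #1 replicate 2 (adjusted p = 0.051) or siLRH-1 #2 replicate 4 (adjusted p = 0.070). CCNE1, cyclin E1, had log2 changes of -0.20 and 0.13 (adjusted p = 0.062 and 0.24). It was lower with siLRH-1 #1 than with siLRH-1 #2 (log2 difference -0.33, adjusted p = 0.00092), but not when its probes were averaged (adjusted p = 0.28). The mitotic cyclins CCNB1 and CCNB2 had log2 changes of 0.11 and 0.01 with siLRH-1 #1 and of 0.02 and 0.07 with siLRH-1 #2, none of them called. CYP11A1, a steroidogenic enzyme, had log2 changes of -0.01 and -0.11, also not called. Its probe was likewise dim (mean log2 signal 6.32).

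Gene lists were then compared. Of 24 measured genes of G1/S and DNA replication, 9 fell and 2 rose with siLRH-1 #1, and 2 fell and 2 rose with siLRH-1 #2 (adjusted over the list alone, 15 and 4 were called). Those that fell with siLRH-1 #1 included CCND3, MCM10, a replication initiation factor (1.74-fold), and CDC25A, a phosphatase that activates CDKs (1.27-fold), which also fell with siLRH-1 #2 (1.29-fold). E2F3, a transcription factor of S-phase genes, rose with both siRNAs (1.22-fold and 1.15-fold), and its rise with siLRH-1 #2 (adjusted p = 0.023) was not called without siLRH-1 #2 replicate 2 or 3 (adjusted p = 0.055 and 0.065) or siLUC replicate 1 or 2 (adjusted p = 0.064 and 0.065). With siLRH-1 #2, 0 genes of this list rose without siLRH-1 #2 replicate 2 or siLUC replicate 1 or 2, 1 rose without any other array except siLRH-1 #1 replicate 2, where 2 rose, and 1 fell without siLRH-1 #2 replicate 1, 3 or 4 or siLUC replicate 3 or 4. Without moderation of the spread, 1 rose and 1 fell. The list was lower with siLRH-1 #1 (camera, adjusted p = 0.0028, and adjusted p = 0.29 with an estimated correlation) and lower with siLRH-1 #1 than with siLRH-1 #2 (adjusted p = 0.00051, and adjusted p = 0.12 with an estimated correlation). Of 22 genes of G2/M and mitosis, 5 rose and 1 fell with siLRH-1 #2, and 0 rose and 1 fell with siLRH-1 #1 (adjusted over the list alone, 12 and 3 were called, and 13 and 5 had an unadjusted p under 0.05 in limma). KIF23, a kinesin of cytokinesis, rose 1.25-fold with siLRH-1 #2, and BIRC5, the mitotic protein survivin, fell 1.36-fold with siLRH-1 #1. With siLRH-1 #2, 2 genes of the list rose without siLRH-1 #2 replicate 1 or siLUC replicate 2, and 3 rose without siLRH-1 #2 replicate 2 or 3 or siLUC replicate 1 or 3. With siLRH-1 #1, 1 rose without siLRH-1 #1 replicate 2 or siLRH-1 #2 replicate 2, and 2 fell without siLRH-1 #1 replicate 3 or siLUC replicate 3. This list was higher with siLRH-1 #2 (camera, adjusted p = 0.0014, and adjusted p = 0.18 with an estimated correlation) and differed between the siRNAs (adjusted p = 0.0058, and adjusted p = 0.14 with an estimated correlation).

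**Figure D3:**
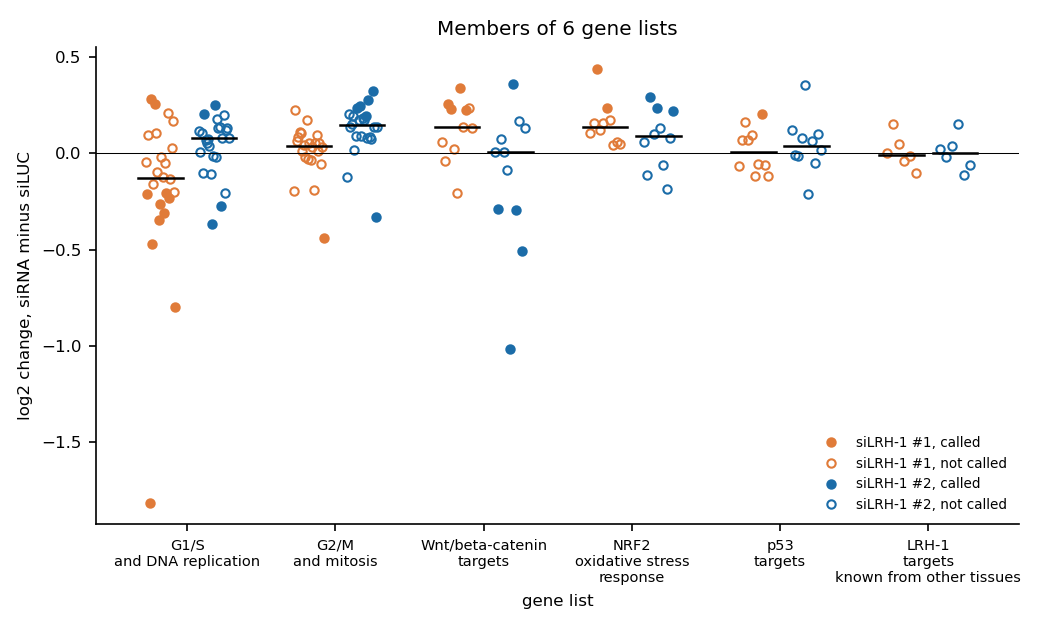
Log2 change against siLUC (vertical axis) of the members of 6 gene lists (horizontal axis), with siLRH-1 #1 in orange and siLRH-1 #2 in blue, where filled points were called, open points were not, and black lines are medians. The median of the 24 genes of G1/S and DNA replication was -0.13 with siLRH-1 #1 and 0.08 with siLRH-1 #2.

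Of 11 Wnt/beta-catenin targets, 4 rose and 0 fell with siLRH-1 #1, and 1 rose and 4 fell with siLRH-1 #2 (adjusted over the list alone, 6 and 7 were called, and 7 and 7 had an unadjusted p under 0.05 in limma). ASCL2, a transcription factor of intestinal stem cells, rose with both siRNAs (1.27-fold and 1.28-fold), CCND1 rose with siLRH-1 #1, and MYB and MYC fell with siLRH-1 #2. The list was higher with siLRH-1 #1 (camera, adjusted p = 0.020, and adjusted p = 0.29 with an estimated correlation), a call that was lost without siLRH-1 #1 replicate 2 (adjusted p = 0.066) and among the brighter probes (adjusted p = 0.15), and it was higher with siLRH-1 #1 than with siLRH-1 #2 (adjusted p = 0.00033, and adjusted p = 0.12 with an estimated correlation). Without siLUC replicate 4, 1 of its genes fell with siLRH-1 #1. With siLRH-1 #2, its median was 0.01 and its mean -0.13. Of 10 genes of the NRF2 oxidative stress response, 2 rose with siLRH-1 #1 and 3 with siLRH-1 #2 (adjusted over the list alone, 5 and 4 were called), among them MAFG, a partner of NRF2, with both siRNAs (1.36-fold and 1.23-fold). Only 1 rose with siLRH-1 #1 without siLRH-1 #1 replicate 2 or 4, and only 1 with siLRH-1 #2 without siLRH-1 #2 replicate 1 or 3 or siLUC replicate 2. This list was higher with siLRH-1 #1 (camera, adjusted p = 0.0028, and adjusted p = 0.29 with an estimated correlation). With an estimated correlation, 0 lists were called in any comparison, and 3, 1 and 3 lists had an unadjusted p under 0.05 for siLRH-1 #1, siLRH-1 #2 and their difference.

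No other list was called by camera. Of 20 genes of the unfolded protein response, 5 rose and 2 fell with siLRH-1 #1 and 3 rose and 3 fell with siLRH-1 #2 (adjusted over the list alone, 10 and 7), and of 15 genes of ER to Golgi transport, 2 rose with siLRH-1 #1 while 1 rose and 2 fell with siLRH-1 #2 (adjusted over the list alone, 2 and 4). Of the ER to Golgi genes, 0 rose with siLRH-1 #1 without siLRH-1 #1 replicate 4 or siLUC replicate 2, and 1 rose without siLRH-1 #1 replicate 1 or 2 or siLUC replicate 1, 3 or 4, with the replicate number as a block, or without moderation of the spread. The study chose these themes on the same samples, so these counts are not independent evidence of their direction. EDEM1, which acts in degradation of misfolded glycoproteins, rose 1.48-fold with siLRH-1 #1, and ARCN1, a subunit of the COPI coat, fell 1.53-fold with siLRH-1 #2. Of 11 genes of cholesterol biosynthesis, 1 rose and 1 fell with each siRNA (adjusted over the list alone, 3 and 2). HMGCS1, an early enzyme of that pathway, rose with both (1.30-fold and 1.37-fold), FDPS, farnesyl diphosphate synthase, fell 1.49-fold with siLRH-1 #1, and DHCR7, a late enzyme, fell 1.46-fold with siLRH-1 #2. Of 12 genes of fatty acid synthesis, 1 rose and 2 fell with siLRH-1 #1 and 2 fell with siLRH-1 #2 (adjusted over the list alone, 4 and 2). Without siLRH-1 #1 replicate 2 or 4, 0 rose with siLRH-1 #1. ACLY, which makes cytosolic acetyl-CoA, fell 1.31-fold with siLRH-1 #1.

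Of 7 measured NF-kB and inflammatory genes (21 were listed), 2 rose with siLRH-1 #1 and 1 with siLRH-1 #2. Adjusted over the list alone, 2 and 2 were called. The cytokine gene IL1A rose with both siRNAs (1.27-fold and 1.24-fold), and CXCL8, which encodes interleukin-8, rose 1.33-fold with siLRH-1 #1. Without siLRH-1 #1 replicate 4, siLRH-1 #2 replicate 3 or siLUC replicate 4, 1 gene of the list fell with siLRH-1 #2. Of 17 MAPK feedback and immediate early genes, 3 rose with siLRH-1 #1 and 3 fell with siLRH-1 #2 (adjusted over the list alone, 5 and 5). HBEGF, an EGF receptor ligand, rose 1.27-fold with siLRH-1 #1, and FOSL1, an AP-1 subunit, fell 1.27-fold with siLRH-1 #2. With siLRH-1 #1, 1 gene of this list fell without siLRH-1 #1 replicate 2 or 3 or siLUC replicate 1 or 3, and 1 rose without moderation of the spread. Of 16 interferon response genes, 1 rose and 1 fell with siLRH-1 #1 and 2 rose and 1 fell with siLRH-1 #2 (adjusted over the list alone, 2 and 4), and of 16 genes of hypoxia and glycolysis, 1 rose and 2 fell with siLRH-1 #1 and 2 rose and 1 fell with siLRH-1 #2 (adjusted over the list alone, 5 and 4). Of the interferon genes, 0 rose with siLRH-1 #1 without siLRH-1 #1 replicate 2, 3 or 4 or siLUC replicate 1, 2 or 3, and 0 fell without siLRH-1 #1 replicate 1, 3 or 4 or siLUC replicate 1, 2 or 4. With siLRH-1 #2, 0 of them fell without siLRH-1 #1 replicate 1 or 4, siLRH-1 #2 replicate 1, 2 or 3 or siLUC replicate 1 or 2, and 1 rose without siLUC replicate 3. Without moderation of the spread, 0 rose or fell with siLRH-1 #1 and 0 fell with siLRH-1 #2, where 0 also fell with the replicate number as a block or with 2 groups alone. Of the hypoxia genes, 1 fell with siLRH-1 #1 without siLRH-1 #1 replicate 1 or 3 or siLUC replicate 1, 3 or 4, while with siLRH-1 #2, 0 fell without siLUC replicate 3 or 4 and 2 without siLRH-1 #1 replicate 4 or siLUC replicate 1. Without moderation of the spread, 1 and 0 of these fell. ADM, the precursor of adrenomedullin, rose 1.19-fold with each siRNA. Of 7 measured ribosome biogenesis genes (32 were listed), 1 fell with each siRNA (adjusted over the list alone, 1 and 1). This was UTP4, a nucleolar factor (1.19-fold and 1.18-fold).

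Of 26 listed p53 targets, 10 were measured. Of these, 1 rose with siLRH-1 #1 and 0 with siLRH-1 #2 (adjusted over the list alone, 1 and 0). An unadjusted p under 0.05 in limma was reached by 2 and 2. The gene that rose was ZMAT3, an RNA-binding protein (log2 change 0.21, adjusted p = 0.049), a call that was lost without any 1 array other than siLRH-1 #1 replicate 2 and siLRH-1 #2 replicate 2 (adjusted p = 0.055 to 0.17), with the replicate number as a block (adjusted p = 0.054), with 2 groups alone (adjusted p = 0.063), without moderation of the spread (adjusted p = 0.068) and with repeated normalization (adjusted p = 0.051). With siLRH-1 #2, 1 gene of the list fell without siLUC replicate 2. Of 6 measured goblet and enteroendocrine genes (18 were listed), 1 rose with siLRH-1 #1 and 0 with siLRH-1 #2. Adjusted over the list alone these were 1 and 0, with 1 and 1 unadjusted. This was KLF4, a transcription factor (1.23-fold, adjusted p = 0.015), whose call was lost without siLRH-1 #1 replicate 4 (adjusted p = 0.080) or siLUC replicate 2 or 3 (adjusted p = 0.053 and 0.055) or without moderation of the spread (adjusted p = 0.077). None was called among 6 of 29 LRH-1 targets known from other tissues (0 and 0 adjusted over the list alone, 1 and 1 unadjusted). NR0B2, NRIP1, PCTP, SLC10A3 and CYP11B1 of that list were not measured, so it was tested only in part. Nor was any called among 10 of 23 genes of enterocyte differentiation (0 and 0, with 0 and 0 unadjusted). The same held for 12 of 39 genes of oxidative phosphorylation (0 and 0, with 1 and 0 unadjusted). Markers of other cell types were not called either, with 5 fibroblast markers (0 and 0 adjusted over the list alone; 0 and 0 unadjusted) and 8 leukocyte and endothelial markers (0 and 1; 2 and 1 unadjusted), of which 1 fell with siLRH-1 #2 without siLRH-1 #1 replicate 2 and with the replicate number as a block. The test fry, which does not compare a list with other genes, called 8, 7 and 6 lists as moving one way and 15, 14 and 14 as changing in either direction for siLRH-1 #1, siLRH-1 #2 and their difference. In 4, 6 and 6 lists, the median, the mean and the camera test differed in sign.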

Values the study reported

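In HT29 cells, the study reported 435 genes regulated by LRH-1 at a false discovery rate below 0.05. Of these, 272 genes, or 63%, were higher after LRH-1 knockdown.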

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

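The test of RNA from other cells was chosen only after the result was seen; the tests of a wrong label and of fibroblast RNA were not.

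In the 88 named genes, 264 groups of 4 arrays were examined for an array far from the other 3, by the gap to its nearest neighbour as a share of the group's range. In 14 groups that share was above the critical value, where chance gives about 13.2. They were CDKN1A in siLRH-1 #2 (0.952), DUSP1 (0.946), KLF4 (0.938), KRT80 (0.910), CCND3 (0.905), KDELR3 (0.883) and EDN1 (0.833) in siLRH-1 #1, CYP11A1 (0.880), FICD (0.855) and GULP1 (0.843) in siLRH-1 #2, and KIF23 (0.882), BIRC5 (0.871), PROSER1 (0.850) and AKR1C2 (0.834) in siLUC. CCND3 was at 9.43 in siLRH-1 #1 replicate 4 and between 9.90 and 9.94 in the other 3 arrays, all below siLUC. Gene lists that differed between the siRNAs were the Wnt/beta-catenin targets (adjusted p = 0.00033), G1/S and DNA replication (adjusted p = 0.00051) and G2/M and mitosis (adjusted p = 0.0058), each tested directly with camera. With an estimated correlation none of these was called (adjusted p = 0.12, 0.12 and 0.14).

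The array that gave CDKN1A its high value, siLRH-1 #2 replicate 2 (9.20 against 8.33 to 8.37), also stood apart from the rest. In it, 50 probes lay at least 0.5 above all 11 other arrays and 1 lay below. That put 98.0% of the probes outside the other arrays above them. Of the 50, 37 were among the dimmer probes, split at the median signal, and 13 among the brighter. A dim probe has little room to fall, so the share says little for those 37. Among the brighter probes, 13 lay above and 0 below. The 50 included CDKN1A itself (9.20 against a mean of 8.28) and GAL, a neuropeptide (8.53 against a mean of 5.62). MSX1, a homeobox gene (10.59 against 8.08), IFITM3, an interferon-induced gene (8.97 against 6.80), and CAV1, caveolin-1 (10.44 against 8.45), were also among them. Of the 50, 1 was called with siLRH-1 #2. A wrong label is argued against, because the changes of this array followed those of the other siLRH-1 #2 arrays with a slope of 0.81. Its slope on those of siLRH-1 #1 was 0.29. Of 18 listed fibroblast markers, only 5 were measured. Their median deviation from the other 3 arrays was -0.0685 (highest in another array 0.10). COL1A2 was at 5.96 against 6.03, while ACTA2 was higher at 6.48 against 6.20. As a set these 5 did not rise, which argues against fibroblast RNA only as far as 5 markers can show. RNA of other cells in this sample may account for the one-sided rise, but an induction of these genes in this culture stays open, as no measurement here tells them apart. The CDKN1A change with siLRH-1 #2 rests in part on this array, since it was 0.14 without it.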

How the results depend on the processing

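The tests on the brighter part of the probes, the repeated normalization, the common median and the estimated correlation were chosen after seeing the data. At an adjusted p under 0.01, 596 and 579 probes were called with siLRH-1 #1 and #2, 126 with both in the same direction (76.2% higher), and 978 differed; with a change of at least 1.2-fold these were 730, 694, 151 (70.9%) and 1022, fewer by construction. In the brighter part of the probes, 434 were called with both in the same direction, of fewer tested. With an estimated correlation 0 lists were called with siLRH-1 #1 and 0 with siLRH-1 #2. Leaving out 1 array gave 700 (without siLRH-1 #1 replicate 4) to 1210 probes for siLRH-1 #1, 817 to 1149 for siLRH-1 #2, 198 to 273 with both (62.3% to 67.7% higher), 1184 to 1619 that differed, an r of 0.281 to 0.380, 2 to 3 lists and 1 list, and CDKN1A changes of 0.02 to 0.17 and 0.14 to 0.43, not called (adjusted p = 0.60 to 0.97 and 0.099 to 0.43); why 1 array moves a count was not tested. Counts of called list members also moved by over 1.5 times under some settings, such as the intensity trend. The other alternatives that were run left these results on the same side of their thresholds or within 1.5 times. Of 168 called changes of named genes, 130 kept their call under every alternative run, 38 lost it under at least 1 and 24 without 1 array, and 0 reversed; CCNE1 with siLRH-1 #1 and the CCND1 difference passed under some, and the CCNE1 difference was lost with the mean of its probes (adjusted p = 0.28). Over all probes, replicate numbers did not consistently pair the arrays. Of 12 same-numbered pairs, 2 had a correlation of deviations above 0.1 (-0.15 to 0.20), and 2 of 12 arrays correlated best with their own number. Some genes did share a pattern. With siLUC, CCND3 was at 11.87 and 11.69 in replicates 1 and 4 and at 11.43 and 11.46 in 2 and 3. With siLRH-1 #2 it was at 11.80 and 11.70 against 11.20 and 11.35. With siLRH-1 #1 this order was not seen. A structure shared by some replicates is therefore not excluded. With the replicate number as a block, 1058, 1043, 250 and 1538 probes were called. Not run were neqc, shifting raw signals, other detection filters, the BeadChip as a block and all alternatives for NR5A2, and the deposited table is itself the main setting. Signal over background was not analysed here.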

Other observations

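Tests chosen only after the result was seen were those of unequal knockdown, of silencing of other transcripts, of single probes, of the siLUC arrays and siLUC itself, and of other splits of the arrays for the list counts of each siRNA.

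Some genes moved in opposite directions with the siRNAs beyond those named by rule; the 3 given here were chosen after their values were seen. LAMC1, a laminin chain, rose by 0.32 on the log2 scale with siLRH-1 #1 (SE 0.07; limma, adjusted p = 0.0033) and dropped by 0.35 with siLRH-1 #2 (adjusted p = 0.0019). MT1G, a metallothionein, rose by 0.30 (SE 0.07; adjusted p = 0.0054) and dropped by 0.37 (adjusted p = 0.00097). DNAJB9, an ER co-chaperone, rose by 0.43 (SE 0.07; adjusted p = 0.00057) and dropped by 0.28 (adjusted p = 0.024), a fall that was not called without siLUC replicate 1, 2 or 3 or siLRH-1 #2 replicate 1 or 4 (adjusted p = 0.073, 0.057, 0.067, 0.056 and 0.092). Of the 36 probes called in opposite directions, 16 were higher and 20 lower with siLRH-1 #1.

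The named genes called with both siRNAs in the same direction numbered 218. That is lower than the count quoted from the study above, but the counts have different bases. The study's test is not named in the sources used here, and 37 of the 287 probes had no name here. Missing names cannot account for the whole gap, since all 287 probes are fewer than the study's count.

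Among 147 probes called with a change of at least 1.5-fold by either siRNA, 129 differed between the siRNAs, and 76 of these moved further with siLRH-1 #1 and 53 with siLRH-1 #2. Unequal knockdown of LRH-1 as the single cause is argued against, since 41.1% moved further with the siRNA that moved fewer, and faults of single probes are argued against by 39 other probes of the genes that fell, with a median log2 change of -0.49 where the lowest of 10000 random sets was -0.09. Of the 129, 113 fell (87.6%, exact 95% interval 80.6 to 92.7), 73 of them with siLRH-1 #1. The interval treats probes as independent, although some share a gene. Silencing of other transcripts by each siRNA may account for such falls, as a hypothesis. Matches of the siRNA sequences to transcripts were not analysed here, and a difference in how each siRNA acts through LRH-1 stays open, untested.

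Chance values of the shared siLUC arrays as the whole cause of the 287 shared changes are argued against, because at least 103 probes were called the same way in each split of the siLUC arrays, and 73.0% to 78.3% of those were higher. An effect of siLUC itself would leave a probe equally changed with both siRNAs, so it is argued against as the whole cause for 39 shared probes that differed between them. For the other 248, an effect of siLUC and an effect of losing LRH-1 cannot be told apart, as no group without siLUC was analysed here. A response to LRH-1 loss is a candidate explanation for the shared changes and stays open.

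Other splits of the same arrays were fitted in the same way. For siLRH-1 #1 against siLUC, 1 of 35 splits, the real one, gave as many called probes (1146, highest other 0). For siLRH-1 #2 it was also 1 of 35 (1146, highest other 1). For the difference between the siRNAs it was 1 of 35 (1629, highest other 0), and for probes called with both siRNAs 1 of 100 splits drawn (287, highest other 0). The other splits mix arrays of different groups, which widens the estimated spread and lowers their counts. The comparison therefore does not by itself exclude chance for these counts. For the numbers of gene lists called, other splits gave as many. These were 4 of 35 splits for siLRH-1 #1 (3, highest other 3), 10 of 35 for siLRH-1 #2 (1, highest other 2) and 4 of 35 for the difference between the siRNAs (3, highest other 3).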
